A study of Rattus norvegicus with 6 samples. Its data were reported in "Salmonella induces prominent gene expression in the rat colon" (2007).

How the data were processed

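Colon mucosal scrapings of male Wistar rats aged 10 weeks were studied after 14 days on a cellulose diet or a diet with fructo-oligosaccharides. RNA of 12 rats was pooled for each of 3 groups: cellulose without infection, cellulose with Salmonella infection and FOS with Salmonella infection. Each pool was split, and each part was separately reverse transcribed with Cy5 and hybridised with a Cy3-labelled common reference to a 2-colour Agilent rat array of 44290 spots. The table therefore held 6 arrays, 2 per pool, and no array of uninfected rats on FOS.

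The intensity values were made by the authors before they were deposited. Spot densities were read with ArrayVision, spots whose mean Cy5 signal lay close to background were dropped, and Cy5 was normalized against the Cy3 reference by a method that the paper cites without describing it. The deposited values are Cy5 intensities per spot on a linear scale, neither logged nor ratios. Of the 44290 spots, 24440 had values on all arrays and 19850 were empty on all 6. A scanner ceiling, scaled per array, was reached or exceeded on any array by 83 spots. These were kept, and the spots of 2 named genes, Actb and Rps29, were among them.

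Values were log2 transformed without a pseudocount and without further normalization. Spots were named from the array's annotation, with symbols updated through Entrez gene identifiers where the reference table held them: 14857 spots had 1 gene, 16 had several and were not named, and 9567 had none. The 10674 named genes were each represented by the spot with the highest mean value, and 3119 genes had over 1 spot. Duplicate arrays correlated at 0.994, 0.991 and 0.995 across spots in the uninfected, cellulose infected and FOS infected pools.

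Linear models were fitted with limma 3.58.1 in R 4.3.3 to all 24440 spots, with 1 mean per group and empirical Bayes moderation (prior SD 0.132, prior degrees of freedom 13.6, residual degrees of freedom 3). The 3 pairwise contrasts between groups were tested, and p-values were adjusted by Benjamini and Hochberg over the 10674 genes. The median SE of a log2 change was 0.13. A gene was counted as raised or lowered at a change of 2-fold or more and an adjusted p under 0.05. The p-values measure the difference between pools against array noise, since animals were not measured singly.

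The procedure was tested on simulated data, with 20 simulations per comparison. Each simulation held 50 changed genes of every fold size together among 10674 genes. The adjustment of p-values depends on how many genes change, so recovery at 1.5-fold could be lower with fewer changed genes. At 1.5-fold, the test recovered 83.5%, 85.2% and 81.3% of the changed genes in the infection, FOS and combined comparisons. At 2-fold it recovered 100% in each, and 50.9%, 50.5% and 50.7% when a measured change of 2-fold was also required, as noise placed the estimate below 2-fold about as often as above. At 3-fold and 4-fold, 100% were recovered with either rule in all comparisons. Among the unchanged genes of the same simulations, the test made means of 10.6, 11.8 and 10 false calls, and 0.1, 0.05 and 0.1 with the 2-fold requirement. None of these simulations was without changed genes.

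Gene lists for 37 groups were fixed before the data were examined, together with the comparisons, the test and the alternatives. Per list, members past the test were counted over all genes and with p-values adjusted over the list alone, and the median log2 change was set against 10000 random lists of the same size matched on mean intensity in 20 bins. Of these lists, 4 were taken from the study's own text: genes raised, genes lowered, genes also measured by Q-PCR and housekeeping genes. Several other lists also held genes that the study named as raised, such as Reg3b, Pla2g2a, Gpx2, Duox2, Ubd, Psmb9, Tifa and Clca4. These arrays took part in the study's choice, so the counts and medians of lists with such genes are not fully independent evidence. Named genes were the strongest raised and lowered genes (10 and 5, or 5 and 3 in the combined comparison) past the test at 1.5-fold or more with no overlap of single arrays, up to 3 most changed members past the test in each list, the Q-PCR genes and the housekeeping genes. Further called genes and list members were given as examples and were not put through the alternatives. An exocrine pancreas set of 25 genes joined the 21 measured list members with 4 acinar genes seen among the raised genes, and counts without it were added as an alternative.

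Alternatives covered quantile normalization, median centring, the mean of a gene's spots, each spot on its own, leaving out the dimmest 25% of spots, a limma fit with trend or robust moderation, a fit on the 4 arrays of a comparison, a Student's test in place of limma's, other fold thresholds and leaving out each array in turn. For named genes, a call lost with an array left out means a loss of the test alone. Genes close to 2-fold could still cross the 2-fold rule in such fits. Detrending over spot number with a lowess span of 0.1 was added later. Overlap was compared with independent lists and with 100 simulations. Computation and drawing used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Seeds were fixed.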

Results

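Gene expression was measured in the colon mucosa of rats with oligonucleotide arrays, 2 days after oral infection with Salmonella or a control treatment. Rats of 1 group ate a cellulose diet and were not infected. Rats of a second group ate the cellulose diet and were infected, and rats of a further group ate a diet with fructo-oligosaccharides (FOS), a fermentable fibre, and were infected. No group of uninfected rats on FOS was analysed here. RNA of the 12 rats of each group was pooled, the pool was split, and each part was hybridised to its own array, which gave 2 arrays per group and 6 in all. The table held 24440 spots with a value on every array, with intensities from 69.2 to 92053 and a median of at most 516.05 on every array, and covered 10674 named genes. Duplicate arrays differed by an SD of 0.13 on the log2 scale in the uninfected pool, 0.17 in the infected pool on cellulose and 0.13 in the infected pool on FOS. Because the arrays of a group share 1 RNA pool, every adjusted p below tests a difference between pools against array noise and carries nothing about the spread between rats. Changes are log2 differences between the means of 2 arrays per group, with the SE of limma's fit, and "rose" and "fell" are used of genes past an adjusted p of 0.05.

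The first comparison asked which genes of the colon mucosa responded to infection in rats on the cellulose diet. Reg3b (Entrez gene 24618), a secreted C-type lectin also known as pancreatitis-associated protein, rose 17.8-fold (log2 4.15 ± 0.13, adjusted p = 1.15e-12), from an intensity of 165 ± 20.7 (SD, n = 2) to 2932 ± 111. The uninfected value lay under the 25th percentile of the uninfected arrays (289 and 291), so the fold size is less certain than the rise. The study, too, described this gene as close to the detection level of Q-PCR in uninfected rats of its time course. Pla2g2a (Entrez gene 29692), a secreted phospholipase that kills Gram-positive bacteria, rose 7.28-fold (log2 2.86 ± 0.13). The ubiquitin-like protein gene Ubd rose 3.41-fold, the monocyte chemokine gene Ccl2 2.76-fold and the inflammatory cytokine gene Il1b 2.56-fold. In the same pool, genes of digestive enzymes that acinar cells of the pancreas secrete rose as strongly: Amy2a3, a pancreatic amylase, 20.2-fold (log2 4.33 ± 0.14), and Prss1, a trypsinogen, 16.3-fold (log2 4.03 ± 0.15).

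In all, 31 named genes rose and 1 fell at 2-fold or more past the test, and 65 rose and 9 fell past the test at any size. Of the 31 genes, 20 belonged to 25 genes of the exocrine pancreas, 21 fixed beforehand and 4 added after their values had been seen. Without these 25 genes, 11 genes rose and 1 fell. The 11 were Reg3b, Pla2g2a, Ubd, Ccl2, Il1b, Ifi47, Tifa, Cxcl10, Clca4, Gpx2 and Psmb9.

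Defence genes rose as a small set of strong responders. Of 15 antimicrobial genes, Reg3b, Pla2g2a and Reg3g, a lectin related to Reg3b (1.92-fold), rose and 12 did not pass the test. Adjusted over the list alone, 7 rose. Lbp, the LPS-binding protein gene, was at 0.32 ± 0.12 and the alpha-defensin gene Defa5 at -0.21. Of 23 cytokine and chemokine genes, 5 rose (11 adjusted over the list alone, where 1 fell), among them Ccl2, Il1b and the interferon-induced chemokine gene Cxcl10 (2.31-fold). Of 20 genes of pattern recognition and NF-kappaB signalling, only Tifa, an adaptor of TRAF6, rose (2.36-fold), with 5 raised when adjusted over the list alone.

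Interferon-related genes lay mostly above 0, but by small amounts. Of 34 measured members of the interferon response, 5 rose (14 adjusted over the list alone) and none fell past the test by limma in either count, while 29 of 34 lay above 0 with a median of 0.26. The GTPase gene Ifi47 rose 2.54-fold (log2 1.34 ± 0.15) and Gbp2, a guanylate-binding protein gene, 1.68-fold (log2 0.75 ± 0.13). Of 17 genes of class I antigen presentation, 4 rose (8 adjusted over the list alone): Ubd and the immunoproteasome subunit genes Psmb9 (2.02-fold), Psmb8 (1.74-fold) and Psmb10 (log2 0.59). Of 9 class II genes, none rose.

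Among epithelial genes, Clca4, a member of the calcium-activated chloride channel regulator family, rose 2.25-fold and the water and glycerol channel gene Aqp3 1.54-fold, of 40 genes of ion and solute transport. Gpx2, the glutathione peroxidase of the gut epithelium, rose 2.22-fold and was the only riser of 22 oxidative stress genes, with 3 raised and 1 lowered when adjusted over the list alone. Gcnt3, a glycosyltransferase that branches mucin glycans, rose 1.80-fold. None of the 15 tight junction genes passed the test in either direction.

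Few genes fell. Nrxn2, which encodes the synaptic protein neurexin-2, fell by 1.72 ± 0.12 (3.29-fold), from an intensity of 1200 ± 35.2 (SD, n = 2) to 365 ± 6.22, although its second spot lay at 0.01 ± 0.15. Amn, a part of the receptor for cobalamin uptake, fell by 0.69, and Retnlg, a resistin-like secreted protein gene, fell by 0.65. A fixed list held 5 genes taken from the study's text as lowered by infection. Of these, Retnla, Retnlg, Colec10 and Rabif fell and Hspa1a was at -0.59, and all 5 were lowered when adjusted over the list alone. The second spot of Retnla was at 0.24, neither other spot of Rabif passed the test, and Retnla, Rabif and Colec10 each lost their call in 5 of 6 fits with 1 array left out. These arrays took part in the choice of those 5 genes, so their direction is not independent evidence. No housekeeping gene of 10 passed the test: Gapdh was at 0.10 and Actb, whose spot reached the top of the scanner's range on 2 of 6 arrays, at 0.30.

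Pancreatic genes were the largest group to change. Of 21 genes on the exocrine pancreas list, 19 rose (19 adjusted over the list alone), with a median of 1.59. Besides Amy2a3 and Prss1, the carboxypeptidase gene Cpb1 rose 8.25-fold, the lipase gene Pnlip 6.64-fold and the colipase gene Clps 6.21-fold, while Gp2 (0.07) and Spink1 (-0.11) did not pass the test. In the same pool, Tagln, a smooth muscle marker, rose 1.54-fold, as the only member of 15 smooth muscle genes (3 adjusted over the list alone). Leaving out 1 array at a time ended the calls of 15 of the 38 named genes past the test, with changes between 0.57 and 0.81 in size, and of none changed 2-fold.

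**Figure D1:**
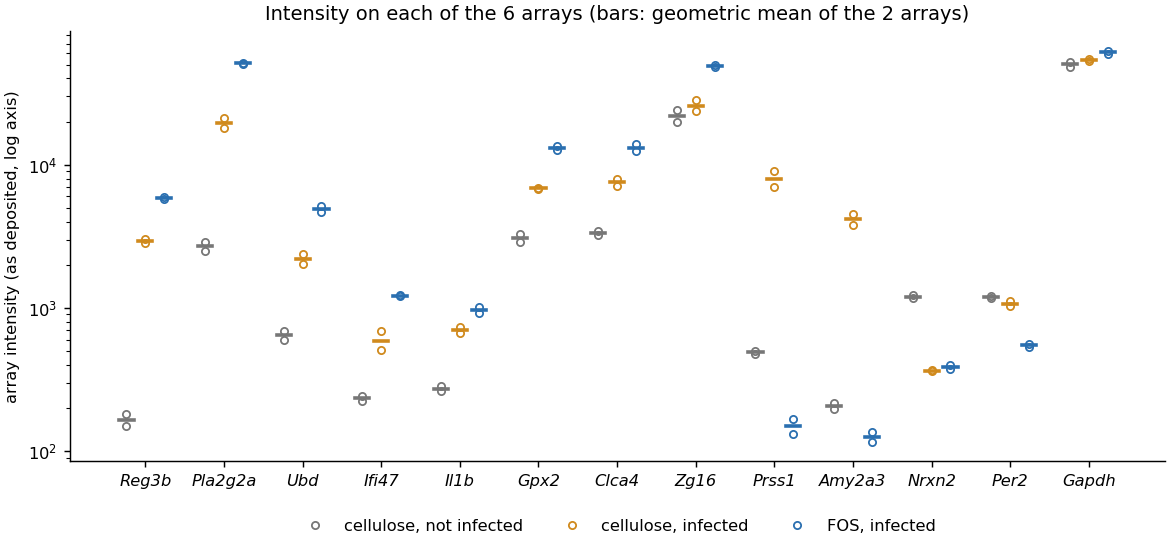
Intensity of 13 genes on each of the 6 arrays, on a log axis, with circles for single arrays and bars for the geometric mean of the 2 arrays of a pool (grey, cellulose without infection; orange, cellulose with infection; blue, FOS with infection). Reg3b, Pla2g2a and Ubd rose in steps over the 3 pools, whereas Prss1 and Amy2a3 were high in the infected pool on cellulose alone, with geometric means of 7984 and 4160.

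The second comparison asked how FOS changed the mucosa of infected rats. Several antimicrobial and interferon-induced genes were higher on FOS. Pla2g2a rose a further 2.61-fold (log2 1.38 ± 0.13, adjusted p = 5.75e-06), to an intensity of 51080 ± 488 (SD, n = 2), Ubd rose 2.22-fold and Reg3b 2.01-fold (log2 1.00 ± 0.13). The interferon-induced GTPase genes Mx2 (2.11-fold), Ifi47 (2.06-fold) and Gbp2 (2.02-fold) rose as well. Rbp7, a retinol-binding protein gene (2.57-fold), and Adipoq, the gene of the fat hormone adiponectin (2.24-fold), also rose. Tgm2, the tissue transglutaminase gene, rose 2.49-fold at its brightest spot, but none of its 4 other spots passed the test and 2 lay on the other side of 0.

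At 2-fold or more past the test, 9 genes rose and 20 fell, and at any size 74 rose and 41 fell. All 20 genes that fell were among the 25 exocrine pancreas genes, so that 9 rose and 0 fell without them. At an unadjusted p under 0.05 by limma and any size, 703 genes were higher and 410 lower. Prss1 fell by 5.74 ± 0.15 (53.6-fold) and Amy2a3 fell by 5.05 ± 0.14 (33.3-fold). Of the 21 listed pancreatic genes, 18 fell (20 adjusted over the list alone, where 1 rose), with a median of -1.87.

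Of 34 interferon response genes, 10 rose with FOS (18 adjusted over the list alone), 31 lay above 0 and the median was 0.32. Besides Mx2, Ifi47 and Gbp2 these included Igtp (log2 0.79), Isg15 (0.78), Irf7, a transcription factor of the interferon response (0.74), and Oas1a (0.72). Psmb8 rose 1.56-fold and Psmb9 1.52-fold, which with Ubd made 3 of 17 class I genes (10 adjusted over the list alone). RT1-Bb rose 1.61-fold as the only one of 9 class II genes (3 adjusted over the list alone), and none of its 3 other spots passed the test. Of 23 cytokine and chemokine genes none passed the test over all genes, and 6 rose when adjusted over the list alone. Il1b was at 0.46 ± 0.13 (adjusted p = 0.121) and Ccl2 at 0.22.

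Of 22 oxidative stress genes, 4 rose (6 adjusted over the list alone): Xdh, the xanthine dehydrogenase gene (1.99-fold), Gpx2 (1.90-fold), Duox2, an epithelial producer of hydrogen peroxide (1.76-fold), and Hmox1, the gene of heme oxygenase 1 (log2 0.74). Of 15 antimicrobial genes, Pla2g2a, Reg3b and Lbp (1.62-fold) rose and 12 did not pass the test (7 rose adjusted over the list alone). Of 20 pattern recognition genes, the kinase gene Ripk3 (1.65-fold) and Tlr2, a receptor of bacterial lipoproteins (1.53-fold), rose. Adjusted over the list alone, 7 rose and 1 fell. Epithelial genes that rose were Zg16, a goblet cell lectin (1.89-fold), Clca4 (1.75-fold), the bile acid transporter gene Slc10a2 (1.69-fold) and the water channel gene Aqp8 (1.57-fold). The gut hormone genes Nts (1.80-fold) and Gcg (1.53-fold) rose among 14 enteroendocrine genes.

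Outside the pancreatic genes, 0 genes fell 2-fold past the test. Ggps1 (-2.28, adjusted p = 0.234) and Syce3 (-1.45, adjusted p = 0.245) did not pass it, and each was high on the second infected array on cellulose alone. Per2, a repressor of the circadian clock, fell by 0.96 ± 0.12 (1.95-fold), Tagln fell by 0.80 and Abcb1a, a drug efflux pump gene, fell by 0.73. Of 15 smooth muscle genes, only Tagln fell past the test (1 adjusted over the list alone), but the median was -0.23 and only Casq2 (0.06) lay above 0. The median of this list stayed below 0 under every scaling tried. None of the 10 housekeeping genes passed the test.

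A fixed list held 26 genes taken from the study's text as raised by infection, and 19 of them could be measured here. All 19 were higher in the infected pool on FOS than in the infected pool on cellulose, 12 past the test (17 adjusted over the list alone), with a median of 0.78 (1.72-fold) and a range from 0.03 for Aqp3 to 1.38 for Pla2g2a. By infection on cellulose, 18 of the 19 were raised 1.5-fold here, but Ppt1 was at -0.06. Whether the spot used for Ppt1 is the one the study used is not known. Without the second infected array on cellulose, 18 of 19 lay above 0 (lowest -0.11), and with each spot on its own 22 of 26 values did (lowest -0.21). The median of 0.78 lay above all of 10000 random lists matched on mean intensity. The list was chosen in part on the infected arrays on cellulose used here, so the count is not independent evidence, although those arrays enter the FOS change with the opposite sign. When genes were instead chosen as raised 1.5-fold on 1 infected array on cellulose and the FOS change was taken against the other array, the medians were 0.12 over 82 genes and 0.09 over 70 genes. Without the pancreatic genes, which had been seen to fall with FOS, they were 0.31 over 59 genes and 0.35 over 49 genes. Leaving out 1 array at a time ended the calls of 17 of the 36 named genes past the test, with sizes between 0.56 and 0.82, and of none changed 2-fold.

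**Figure D2:**
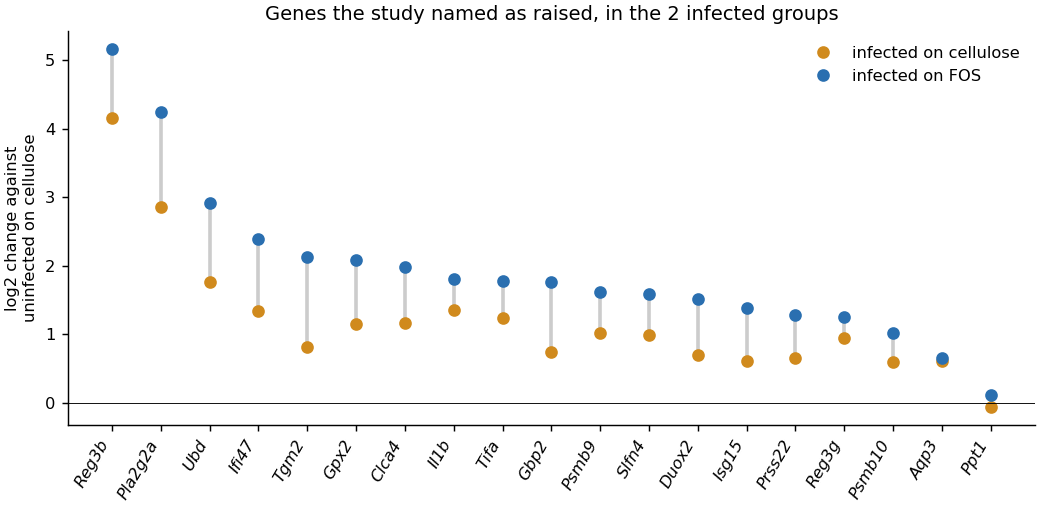
Log2 change against the uninfected pool on cellulose for the 19 measured genes the study named as raised, in the infected pool on cellulose (orange) and on FOS (blue), each the difference of 2-array means, with grey lines joining the 2 values of a gene. The blue point lay above the orange one for every gene, by 0.03 (Aqp3) to 1.38 (Pla2g2a).

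The last comparison set the infected pool on FOS against the uninfected pool on cellulose, and so holds infection and diet together. Reg3b rose 35.7-fold (log2 5.16 ± 0.13, adjusted p = 6.05e-14), Pla2g2a 19.0-fold (log2 4.25 ± 0.13) and Ubd 7.58-fold. The fold size of Reg3b again rests on its low uninfected intensity. Ifi47 rose 5.22-fold, Gpx2 4.23-fold, Clca4 3.93-fold, Il1b 3.52-fold (1 of its 2 other spots at -0.14) and Tifa 3.41-fold. In contrast, Prss1 fell by 1.71 ± 0.15 (3.28-fold), from an intensity of 489 ± 19.7 (SD, n = 2) to 150 ± 26, Nrxn2 fell by 1.64 (3.12-fold) and Per2 fell by 1.12 (2.18-fold).

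At 2-fold or more past the test, 50 genes rose and 3 fell, and past the test at any size 301 rose and 120 fell. Without the pancreatic genes, 50 rose and 2 fell. Of 34 interferon response genes, 20 rose (28 adjusted over the list alone), with Gbp2 3.39-fold, Cxcl10 3.16-fold, Mx2 3.01-fold and Ido1, a tryptophan-degrading enzyme gene, 2.33-fold. Of 17 class I genes, 8 rose (14 adjusted over the list alone), among them Psmb9 (3.08-fold), Psmb8 (2.71-fold) and the peptide transporter gene Tap1 (log2 0.97). Of 9 class II genes, RT1-Ba (1.77-fold), Cd74 (1.44-fold, with another spot at -0.06) and RT1-Da (1.41-fold) rose (5 adjusted over the list alone).

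Of 15 antimicrobial genes, 8 rose (8 adjusted over the list alone). They included Reg3g (2.38-fold), Lbp (2.02-fold), Lcn2, the gene of the iron-siderophore binder lipocalin-2 (log2 0.80), and the calprotectin subunit genes S100a9 (1.87-fold) and S100a8 (1.84-fold). Of 23 cytokine and chemokine genes, 10 rose (13 adjusted over the list alone), with Ccl2 3.22-fold, Ccl7 2.24-fold and Il1a 2.02-fold. Of 20 genes of pattern recognition, 7 rose (10 adjusted over the list alone), with Ripk3, a kinase of necroptosis, 2.37-fold and Tlr2 2.02-fold. Of 34 proliferation genes, 7 rose (16 adjusted over the list alone), 29 lay above 0 and the median was 0.30, with Rrm2 1.89-fold, Ccna2 1.63-fold and Bub1 1.56-fold.

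Duox2 rose 2.87-fold, Xdh 2.71-fold, Zg16 2.26-fold and Gcnt3 2.40-fold. Adipoq rose 2.88-fold, and of 16 adipocyte genes Cidec, a lipid droplet protein gene, also rose (1.43-fold) while Retnla fell by 0.56 (its second spot at 0.05). Mvd, an enzyme gene of the mevalonate pathway, rose 1.94-fold, with Fdps and Idi1 (1.41-fold each), of 16 genes of cholesterol synthesis. Of the pancreatic list, 6 of 21 genes fell (9 adjusted over the list alone, where 1 rose), with a median of -0.27. The hormone and granule genes Chga (1.78-fold) and Chgb (1.72-fold) fell, whereas Gcg rose 1.82-fold. None of the 10 housekeeping genes passed the test, with Gapdh at 0.28.

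Between the 2 infected pools, 11 genes rose 2-fold in each against the shared uninfected arrays and 1 fell in each, Nrxn2. Independent lists of these sizes would share 0.15 raised genes and 0.00028 lowered genes. Simulated pools without any change, set against shared simulated uninfected arrays, shared a mean of 0.06 genes and at most 1 in 100 simulations. Without changed genes hardly any gene passes the 2-fold rule, so these simulations could not gauge the overlap of the real lists. With 2 uninfected arrays the controls could not be divided into sets of 2 arrays each, so part of the excess may come from shared control values. The 11 shared genes were the 11 that rose on cellulose outside the pancreatic set. A further 39 genes rose 2-fold on FOS but not 2-fold on cellulose, where some rose by less, such as Reg3g (1.92-fold) and Psmb8 (1.74-fold). Of the 39 genes, 28 passed the test of FOS against cellulose in infected rats, where 74 of all 10674 genes rose. The 39 genes were chosen on these same arrays, as 2-fold on FOS and not on cellulose. That choice favours a difference, so the count of 28 is not independent evidence. Prss1 rose on cellulose and fell on FOS. Leaving out 1 array at a time ended the calls of 27 of the 67 named genes past the test in the last comparison, with sizes between 0.47 and 0.88, and of none changed 2-fold.

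**Figure D3:**
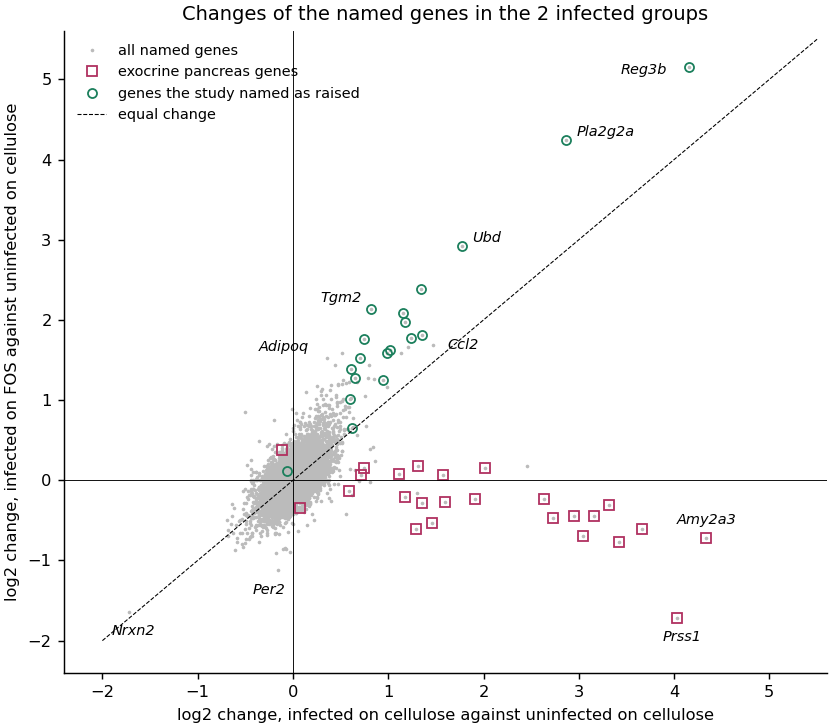
Log2 change of the 10674 named genes against the uninfected pool on cellulose, in the infected pool on cellulose (horizontal axis) and on FOS (vertical axis), each point a gene and the dashed line equal change. The 19 genes the study named (green circles) lay above the line, and the 25 pancreatic genes (red squares) spread along the horizontal axis, to 4.33 for Amy2a3.

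**Figure D4:**
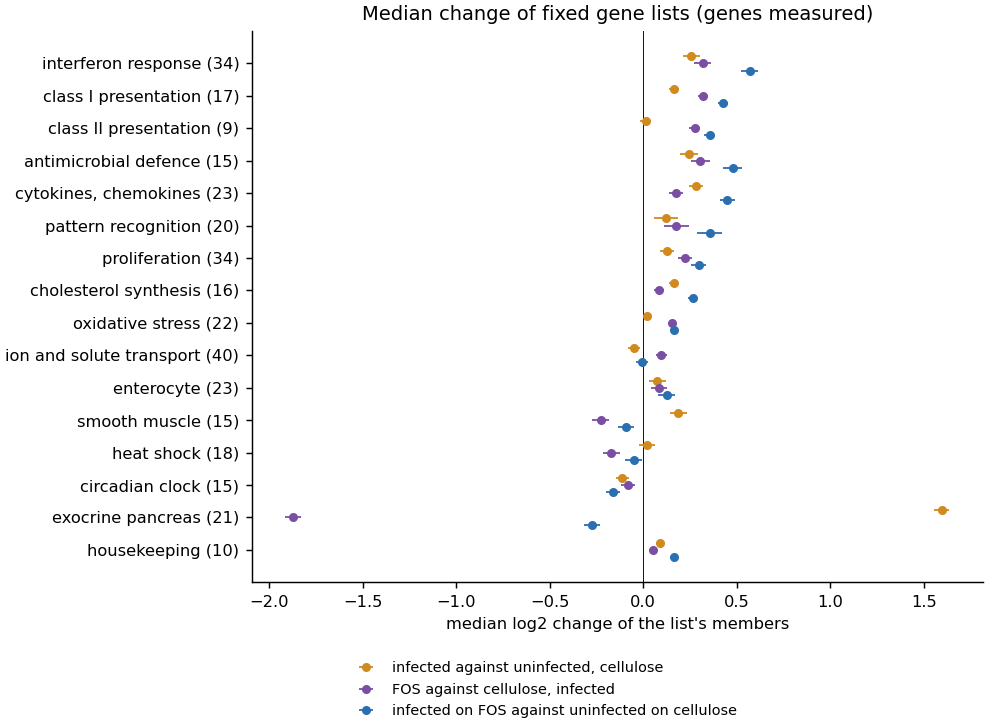
Median log2 change of 16 fixed gene lists in the 3 comparisons, with the number of measured genes in brackets and bars for the SD of the list's median between duplicate arrays. The interferon list had medians of 0.26, 0.32 and 0.57, and the pancreatic list of 1.59, -1.87 and -0.27.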

Values the study reported

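The study reported 20 genes induced more than 2-fold by infection in rats on cellulose and 72 in rats on FOS, of which 17 overlapped. It reported 31 genes changed at least 1.5-fold in both of its infection studies, 26 up and 5 down, and stated that all 26 were further raised in rats on FOS.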

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

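The tests of the pancreatic genes in the infected pool on FOS, of Reg3b and of uninfected rats on FOS, and the spread that the newly chosen genes were held to, were chosen only after the result had been seen.

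Genes of pancreatic digestive enzymes rose in the infected pool on cellulose and not in the infected pool on FOS. The differences FOS against cellulose in infected rats were -5.74 for Prss1, -5.05 for Amy2a3, -4.27 for Amy1, -4.19 for Prss3, -3.74 for Cpb1, -3.20 for Pnlip, -1.99 for Cela2a and -1.90 for Rnase1, and each of these 8 genes rose in the first pool and fell in the second against the uninfected pool. On FOS some were dim, such as Prss1 (148.9), Amy2a3 (125.1) and Pnlip (123.5), under the 25th percentile of those arrays (295.2 and 292.8). The sizes of such falls are therefore uncertain. An effect of infection whatever the diet was argued against by the median of the 21 listed genes on FOS, -0.27 against the uninfected pool. Reg3b was at 5.16 in the pool on FOS, where none of the listed genes rose past the test over all genes. This argued against pancreatic tissue as the source of the Reg3b rise in that pool. Whether such tissue gave a share of the Reg3b rise in the pool on cellulose could not be told. A test of pancreatic tissue in the pool, fixed before its values were seen, was not decisive. Of 13 other acinar genes, the 5 that were measured had a median of 0.06, at percentile 73.7 of matched random lists. By the rule as first written, this lay on the side against such tissue. The uninfected intensities of the 5 genes ran from 403.7 to 4000, where a small addition would hardly show. As worked out after the test's result, the smallest intensity added to a raised listed gene (86.6) would move the median of the 5 genes by 0.172. That is under the bound of 0.174, while the median addition (954) would move it by 1.26, far above the bound. The levels of the 5 genes in pancreas are not known here. Pancreatic tissue in 1 pool of 12 rats and a change within the colon could therefore not be told apart. The smooth muscle list moved the same way by small amounts, with medians of 0.19 by infection on cellulose and -0.23 with FOS. So did the list of endoplasmic reticulum stress, with 0.10 and -0.07. These lists were not part of the tests.

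The 19 measured genes from the study's list of raised genes were higher on FOS in infected rats, with a median of 0.78. The list had been chosen in part on these arrays, and with choice and measurement on different infected arrays the lower median over newly chosen genes was 0.09. That exceeded its spread between duplicates (0.071), with 39 of 70 genes above 0 and an SD over genes of 1.66. Without the pancreatic genes, which had been seen to fall with FOS, the median of that split was 0.35, with 39 of 49 genes above 0. By its rule the test went against the choice as the cause, but it could not decide this. By design, noise on an infected array on cellulose that helped a gene into the list would lower its FOS change. Taking choice and measurement apart would therefore tend to raise the median. A wider scale of values on the FOS arrays was argued against by a median of 0.76 after quantile normalization, while an effect of the FOS diet acting without infection stays open, since 0 arrays of uninfected rats on FOS were at hand, and a difference between pools of rats stays open too.

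Spots without a gene name also passed the 2-fold rule and the test: 15 were raised by infection on cellulose. With FOS against cellulose in infected rats, 6 were raised and 9 lowered. In the infected pool on FOS against the uninfected pool, 20 were raised.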

How the results depend on the processing

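Counts and medians without the pancreatic genes and detrending over spot number were chosen after the results had been seen, and the other alternatives before.

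The counts of 31 raised and 1 lowered by infection on cellulose, 9 and 20 with FOS, 50 and 3 in the combined comparison, and an overlap of 12 in either direction, moved with the threshold. At 1.5-fold they were 60 and 9, 68 and 39, and 186 and 49, with an overlap of 34. By the test alone they were 65 and 9, 74 and 41, and 301 and 120, with an overlap of 41. Student's test with adjustment and 2-fold gave 0 in each of the 7 counts, and unadjusted with 2-fold 31 and 1, 9 and 20, and 49 and 3, with an unchanged overlap of 12. Without the pancreatic genes, 11 were raised by infection on cellulose and 0 lowered with FOS. With the mean of a gene's probes, 0 were lowered by infection. Quantile normalization, leaving out the dimmest spots and detrending kept each of the 6 counts within 1.5 times.

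The median FOS change of the genes from the study's list, 0.78, was 0.63 with the mean of a gene's probes and 0.56 with each probe on its own. Against a single infected array on cellulose it was 0.75 and 0.64. For newly chosen genes, chosen on 1 infected array and measured against the other, the medians were 0.12 and 0.09, and 0.31 and 0.35 without the pancreatic genes, which had been seen to fall.

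With each array left out in turn (leave-one-out), the counts ran from 31 to 34 and stayed at 1 for infection, 9 to 12 and 20 to 24 with FOS, and 45 to 53 and 3 in the combined comparison. The overlap ran from 11 to 14 and the median of the study's list from 0.64 (without the second infected array on cellulose) to 0.78 (without the first uninfected array). Of 141 named results past the test, 31 and 26 were lost without an uninfected array, 13 and 10 without an infected array on cellulose and 46 and 46 without an array on FOS, and no sign changed.

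A gene's other spots, each probe on its own, reversed 12 named results. For infection on cellulose these were Nrxn2 (0.009), Thap12 (0.12), Retnla (0.24) and Tgm2 (-0.27), and with FOS Tgm2 (-0.20). In the combined comparison they were Tgm2 (-0.34), Hspa1a (0.22), Retnla (0.048), Cd74 (-0.061), Il1b (-0.14), Bmal1 (-0.42) and Tyrobp (-0.13).

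The labels number the arrays of each group 1 and 2, but deviations of arrays with the same number correlated at only 0.29, 0.04 and 0.16. With the number as a replicate block, 32 genes were raised by infection and 22 lowered with FOS, of which Ggps1 and Syce3 lay outside the pancreatic genes. Without the first infected array on cellulose, 5 such genes were lowered (Acer3, Ggps1, Per2, Rnase1l2 and Syce3).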

Other observations

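The test of fat tissue was chosen only after the result had been seen.

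Of 24 genes of endoplasmic reticulum stress, none passed the test over all genes by limma in any comparison. Adjusted over the list alone, 6 rose by infection on cellulose, and the chaperone gene Hspa5 was at 0.48, Manf at 0.44 and Sdf2l1 at 0.43. With FOS, Hyou1 was at -0.49 and Sdf2l1 at -0.48. The smooth muscle list had a median of 0.19 by infection on cellulose and -0.09 in the combined comparison, with Tpm2 at 0.50 and 0.06. Of 18 heat shock genes, the median with FOS was -0.17, and only Hspa1a fell past the test, in the combined comparison (log2 -0.77), with a second spot on the other side of 0.

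Clock genes moved in part. Of 15 measured, Per2 and Dbp, an output of the clock, fell in the combined comparison (Dbp fell by 0.80) and Bmal1 rose (log2 0.69, its second spot at -0.42), while the list had a median of -0.16. No sampling times per group were stated in the sources used. Detoxification genes had medians of -0.06, -0.04 and -0.06 over 31 genes, with Abcb1a and Cyp3a62 (log2 -0.51) past the test in the combined comparison, and the median with FOS changed sign when a gene's spots were averaged. Of 22 fermentation and fatty acid genes, Fabp1 (1.72-fold), Ucp2 (1.49-fold) and Acaa2 (1.39-fold) rose in the combined comparison, with a median of 0.15 for FOS against cellulose.

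Of 22 macrophage genes, 5 rose and 1 fell in the combined comparison, with a list median of 0.20. Those that rose included Lgmn (2.08-fold), Aif1 (1.73-fold) and Tyrobp (1.66-fold), the last with a second spot at -0.13. Of 12 neutrophil genes, 3 rose there, including Bcl2a1 (2.08-fold), which also rose by infection on cellulose (1.70-fold). Among 10 B cell genes only Bank1 rose, 1.58-fold with FOS and 1.66-fold in the combined comparison. None of 15 T and NK cell genes or 12 mast cell genes passed the test over all genes by limma in any comparison, with medians of 0.13 and 0.20 for FOS against cellulose. Of 12 complement genes, C1s (1.51-fold) and C3 (1.46-fold) rose in the combined comparison.

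Of 21 fibroblast and matrix genes, Mgp rose by infection (1.73-fold) and in the combined comparison (2.42-fold), with Timp1 (1.49-fold). None of 11 endothelial genes passed the test, and their medians of 0.02 for infection and for FOS changed sign under an alternative. Of 13 enteric neuron and glia genes, Vip fell (log2 -0.50) in the combined comparison. Of 6 erythroid genes, Hbb (1.56-fold) and Hbb-b1 (1.47-fold) rose there. Of 22 immediate early genes, only Dusp1 fell there (log2 -0.62), and the list's medians for infection and for the combined comparison, near 0, changed sign under alternatives. Of 23 enterocyte genes, 1 rose with FOS and 2 in the combined comparison. Of 11 goblet cell genes, Gcnt3 rose by infection, Zg16 with FOS and 2 in the combined comparison. A list of genes that had also been measured by Q-PCR had 8 measured members, of which 8 rose by infection, 7 with FOS (8 adjusted over the list alone) and 8 in the combined comparison. These genes had been picked from experiments that include these samples, so the counts are not independent evidence.

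Adipoq rose with FOS in infected rats, and fat tissue in that pool was tested as a candidate explanation. The 15 other adipocyte genes had a median of 0.032 with an SD of 0.187, none passed the test by limma, and Adipoq was at 1.17. This argued against fat tissue as the source, within limits. Some of these genes were bright in the infected pool on cellulose, such as Retnla (16360) and Pck1 (6980), where a small addition would hardly show. Among dim members, Scd was at -0.12, Lpl at 0.007 and Cidec at 0.34. The levels of these genes in fat are not known here. A change of Adipoq in the mucosa and a difference between pools of rats stay open.

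By 2-fold change alone, 34 named genes were raised by infection on cellulose, 20 of them pancreatic, 50 were raised in the combined comparison, and 13 changed alike in each in either direction. The first count is higher than the value quoted from the study above, and the other counts are lower, but spots without a gene name were left out of the counts made here, and the last count holds changes in either direction where the study counted induced genes.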
